A study of Mus musculus with 2 samples. Its data were reported in "Gut microbiota butyrate mediated RUNX3 promotes Nr4a1highZFP36high resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis" (2025).

How the data were processed

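Single-cell RNA sequencing was performed on cells of the mouse colon lamina propria, which the labels describe as cd11b+ (carrying the myeloid surface protein encoded by Itgam). One library came from wild-type (WT) mice and 1 from mice with a knockout (KO) of a long non-coding RNA that the labels give as LncRNA17Rik and the study calls lncLy6c. Per the labels, cells were taken from a Percoll gradient, stained for sorting, cleared of dead cells and made into 10x Genomics 3' libraries of the third chemistry version, in which each captured molecule carries a unique molecular identifier (UMI). The deposited values are raw UMI counts per gene and cell barcode, and the file headers name Cell Ranger 3.0.2. The genome build was not stated. Of the 31053 features, 31011 have a gene identifier in the GENCODE M21 annotation (GRCm38), which was used for coordinates.

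The WT library held 3185 barcodes and 22191774 UMIs, and the KO library held 3020 barcodes and 23384895 UMIs. The lowest deposited total was 501 UMIs in WT and 500 in KO. The filters of the study were applied. Cells with fewer than 200 or more than 6000 detected genes or with more than 15% mitochondrial UMIs were removed, which took out 18.5% of WT and 16.8% of KO barcodes and left 2597 and 2514 cells. No separate doublet caller was part of the main analysis. Scrublet was run on each library and called 1 WT and 9 KO cells, a rate of 0.0385% and 0.358%. A caller that marks so few cells has not worked, so removal of the top 3% of Scrublet scores in each library was added as an alternative after the data had been seen.

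The study clustered with DESC, which was not used here. Counts were normalised to 10000 per cell and log-transformed, 2000 variable genes were chosen without Runx3, the MAPK genes, Zfp36, Il1b, Ccl5, the gene matched by the primers and features ending in 17Rik, and 30 principal components, 15 neighbours, shared-neighbour weights and the Leiden algorithm at resolution 1 were used on both libraries together (scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, Python 3.11.15). A cluster took the class with the largest share of its fixed markers raised, where raised meant at least 2-fold over all other cells with a prior of 10 CPM (UMIs per 1000000 UMIs) and detection in 10% of its cells. At least 3 raised markers were needed, and the top 10 genes could not hold more markers of another class. Class markers, tests and most alternatives were fixed before the data were examined. The numerical limits for a raised marker were set before any clustering was run. Further naming rules were set after the first clustering had been seen. A cluster with equal numbers of raised resident macrophage and inflammatory monocyte markers was called intermediate, where the first naming had called it inflammatory monocyte-like. It held 0.770% of WT and 6.25% of KO cells, and both placements are given as added alternatives. A cluster without a marker of its class among its top 10 genes stayed unnamed if its median UMI count in either library was over 3 times lower than the library median. This left a cluster with 3.35% of WT and 0.636% of KO cells unnamed, although it had 4 raised epithelial markers. Of 26 clusters, 4 stayed unnamed.

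UMIs were summed per class and library and given as CPM of all UMIs with exact Poisson 95% intervals. The KO to WT ratio was given on the log2 scale with an exact conditional binomial interval, and shares with exact Clopper-Pearson intervals. All intervals cover counting error only. With 1 library per group there was no test between genotypes, and cells were not treated as replicates. Gene lists were described by their median log2 ratio (prior of 1 CPM, genes with at least 20 UMIs) and its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were the MAPK genes (7), the dissociation stress genes (17) and, written after part of the data had been seen, interferon response genes (16). Stress and interferon lists were read in classes with at least 50 cells in each library. For the share of cells with a Runx3 UMI, each cell was also thinned to 2000 UMIs. The text names the genes that the design lists and, in resident macrophage-like and inflammatory monocyte-like cells, the 5 genes with the highest and the 5 with the lowest log2 ratio (prior of 1 CPM) among genes with at least 50 UMIs over both libraries and detection in 10 cells of the higher library, without mitochondrial genes. For pooled against within-class ratios, the ratio that class weights alone would give was computed from class profiles averaged over both libraries, over genes with at least 50 UMIs. Which limits decide each weighing of an explanation was settled after first values had been seen. The gene behind the study's quantitative PCR was identified by matching its primers to GENCODE M21 transcripts.

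The statistics were tested on simulated counts drawn from the measured class means and depths. These were Poisson counts, the model on which the intervals rest, so the coverage checks the calculation only. UMIs gathered in a few cells, as those of Ifnb1 were, were not simulated. For such genes the intervals may be too narrow. In resident macrophage-like cells, 95.9% of the intervals over 5832 genes held the true ratio, and estimated and true log2 ratios of 200 changed genes correlated at 0.963. Counting noise alone would give 0.980. Of 200 unchanged 7-gene lists, 97.0% fell in the middle 95% of their matched random lists. Bars of 0.97 for the first correlation and 0.9 for the correlation of simulated with mixture-only ratios had been set first, and neither was met. The second reached 0.746 over 8521 genes. The checks were then changed more than once, with the gene minimum raised to 200 and then to 500 UMIs, before the minimum of 50 was restored and the bars were replaced by the correlation expected from counting noise, which is 0.741 for that simulation. Without noise the mixture calculation returned its input exactly. At the measured class weights and depths the simulated correlation was 0.728 at a minimum of 50 UMIs, 0.824 at 200 and 0.886 at 500. These are the values that a change of mixture alone would reach, against which the measured correlation is to be read.

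Alternatives covered the cell filter, doublets, clustering resolution, number of variable genes, the left-out genes in the clustering, clustering of each library alone, classing by the highest marker score per cell, median-of-ratios scaling, CPM without mitochondrial and ribosomal protein genes, mean log-normalised values per cell, the ranking limits and the classes pooled.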

Results

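To examine how loss of the long non-coding RNA changes colon macrophages, single-cell transcriptomes of colon lamina propria cells from WT and KO mice were compared. Each genotype was represented by 1 library made from pooled mice, so differences have no replicate check and are given with counting intervals only. After filtering, 2597 WT and 2514 KO cells were retained. The median depth was 5073 UMIs per cell in WT and 6564 in KO, and the median number of detected genes was 1857 and 2008. The KO library was therefore the deeper of the pair.

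The gene named by the study's primers was examined first. They matched a single transcript, that of 1700016P04Rik (ENSMUSG00000101894), an intergenic long non-coding RNA gene with 2 exons on the plus strand of chromosome 6 from 13413337 to 13415996 (GRCm38). The product covers positions 177 to 371 of the transcript. The labels give the deleted gene only as LncRNA17Rik, which is not a full symbol. It could be a short form of 1700016P04Rik, from the first digits and the ending of that symbol. The study placed its cuts around exons 1 and 2 of lncLy6c, and 1700016P04Rik has 2 exons. It may therefore be the deleted gene, but the labels do not settle this. No UMI of this gene was counted in either library. A count of 0 among 18994564 WT UMIs allows up to 0.158 CPM, and a count of 0 among 22331342 KO UMIs allows up to 0.134 CPM. With every deposited barcode the count was also 0 in both. The genotype labels could not be checked from this gene. Reading 17Rik as the end of a symbol instead gave 109 features, of which 52 had a UMI in at least 1 library. Among the 12 with at least 50 WT UMIs, none was at 0 in the KO library. The lowest KO to WT ratio among them belonged to C530008M17Rik, with 74 WT and 12 KO UMIs, and 43 of the WT UMIs lay in epithelial-like cells. It was named after its values were seen.

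Class shares address whether resident macrophages are fewer in KO mice. Resident macrophage-like cells were 334 of 2597 WT cells, or 12.9% (95% interval 11.6 to 14.2%), and 129 of 2514 KO cells, or 5.13% (4.30 to 6.07%). Inflammatory monocyte-like cells were 20.5% (19.0 to 22.1%) of WT and 15.0% (13.7 to 16.5%) of KO cells. The intermediate cluster, with as many raised monocyte as macrophage markers, made up 0.770% (0.471 to 1.19%) of WT and 6.25% (5.33 to 7.26%) of KO cells. The 3 groups together were 34.1% (32.3 to 36.0%) of WT and 26.4% (24.7 to 28.2%) of KO cells. Over these cells alone, the resident share was 37.7% (34.5 to 41.0%) in WT and 19.4% (16.5 to 22.6%) in KO.

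The division between these classes depended on the clustering. Of their 6 clusters, 5 took at least 80% of their cells from 1 library. Naming markers also differed inside the classes, since Ly6c2 in resident macrophage-like cells was at 197 CPM in WT and 4.88 CPM in KO. When each library was clustered alone, the resident share was 10.4% in WT and 11.8% in KO, the opposite order. At that setting 21.2% of WT and 22.0% of KO cells stayed unnamed, against 8.6% and 4.5% under the main setting. Counting the intermediate cluster as resident gave 13.6% and 11.4%. All alternatives other than separate clustering kept the KO share lower, with log2 ratios from -1.34 to -0.26. Because separate clustering reversed the order, no direction is drawn for the resident share. The share of inflammatory monocyte-like cells moved most with 4000 variable genes, to 1.81% of WT and 10.1% of KO cells, and there 36.7% of WT cells stayed unnamed.

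**Figure D1:**
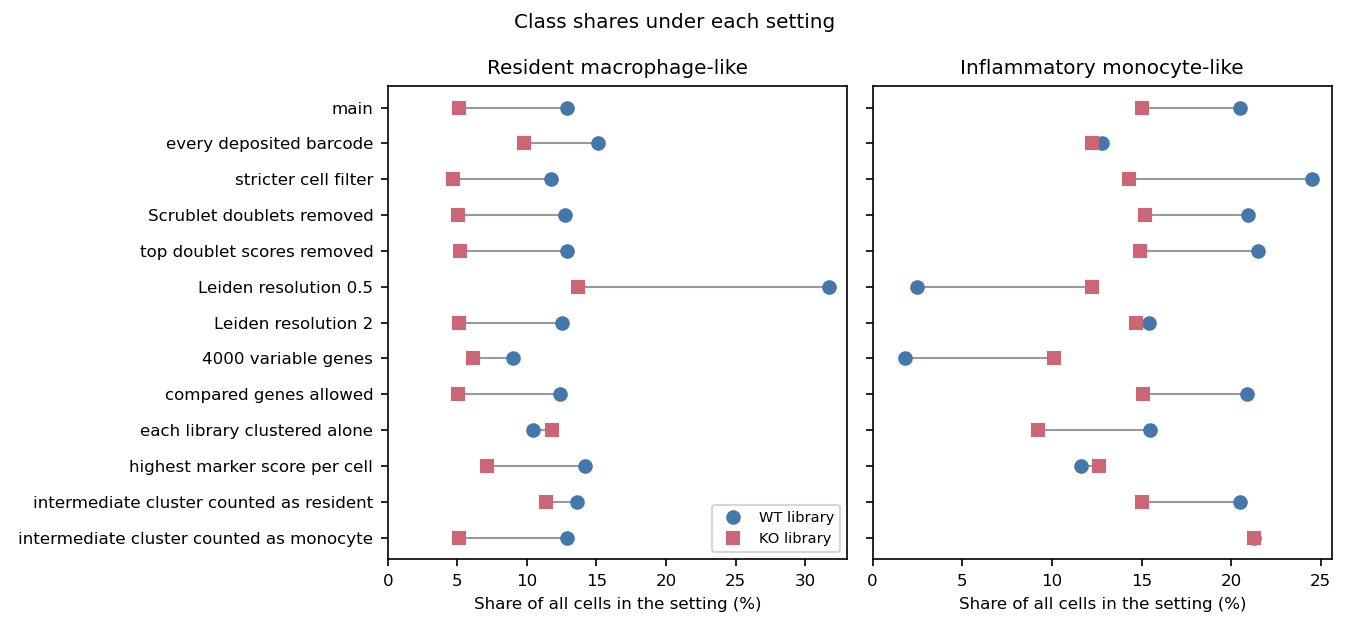
Share of all cells (%, horizontal axis) classed as resident macrophage-like (left) or inflammatory monocyte-like (right) in the WT library (circles) and the KO library (squares) under the main setting and each alternative (vertical axis). The resident share is 12.9% against 5.13% under the main setting and 10.4% against 11.8% when each library is clustered alone.

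Outside the macrophage classes, eosinophil-like cells were 7.70% (6.71 to 8.79%) of WT and 16.2% (14.8 to 17.7%) of KO cells. This name rests on 3 raised markers (Siglecf, Ccr3 and Alox15), the median depth was 757 UMIs in WT and 970.5 in KO, and Epx had 0 UMIs in both libraries. Neutrophil-like cells were 3.08% (2.45 to 3.82%) and 10.4% (9.22 to 11.6%), and cDC2-like cells 7.97% (6.96 to 9.08%) and 19.1% (17.5 to 20.6%). When each library was clustered alone, the cDC2-like share was 11.6% in WT and 8.91% in KO, the opposite order, and no WT cluster took the eosinophil name. At that setting 21.2% of WT and 22.0% of KO cells stayed unnamed. The other alternatives kept the higher cDC2-like share in KO, with log2 ratios from 1.01 to 1.74. No direction is therefore drawn for the cDC2-like share.

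Runx3 (ENSMUSG00000070691, chromosome 4 from 135120652 to 135177990, GRCm38) was compared next because the study followed this transcription factor as a target of the long non-coding RNA. In resident macrophage-like cells it was at 279 CPM (257 to 303) from 582 UMIs in WT and 170 CPM (146 to 197) from 174 UMIs in KO, a log2 ratio of -0.72 (-0.97 to -0.47). Inflammatory monocyte-like cells had 268 CPM (249 to 288) in WT and 100.5 CPM (89.7 to 112) in KO, a log2 ratio of -1.42 (-1.61 to -1.22). Runx3 was also lower in the KO library in cDC2-like cells, at -0.84 (-0.99 to -0.70), in cDC1-like cells, at -0.57 (-0.74 to -0.41), in T cell-like cells, at -0.51 (-0.85 to -0.17), and in neutrophil-like cells, at -2.39 (-3.55 to -1.26) from 17 and 13 UMIs. The intervals of intermediate, B cell-like and eosinophil-like cells included 0. The median log2 ratio of all genes was -0.17 in resident macrophage-like and -0.18 in inflammatory monocyte-like cells, and relative to it the Runx3 log2 ratio was -0.55 and -1.23. Among genes matched on abundance, the Runx3 ratio lay at percentile 12.9 in resident macrophage-like cells and at percentile 2.29 in inflammatory monocyte-like cells. Of the alternatives run for Runx3, Leiden resolution 0.5 moved it most, to a log2 ratio of 0.04 in inflammatory monocyte-like cells. Clustering of each library alone was not run for Runx3.

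**Figure D2:**
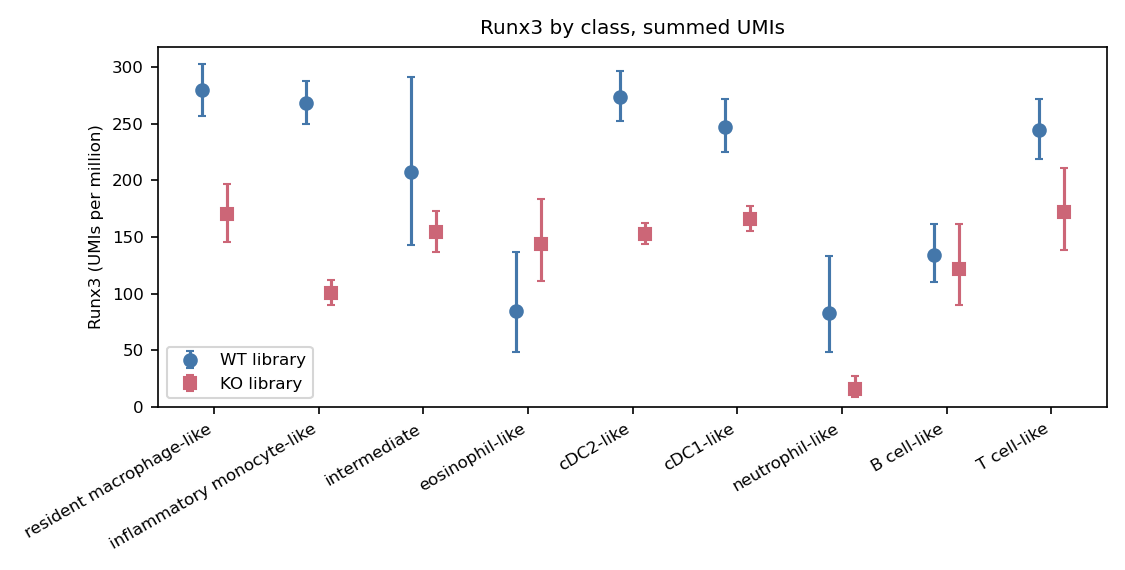
Runx3 in CPM from summed UMIs (vertical axis) in each class (horizontal axis) of the WT library (circles) and the KO library (squares), with exact Poisson 95% intervals as bars. The resident macrophage-like values are 279 and 170 CPM and the eosinophil-like values are 84.2 and 144 CPM.

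A Runx3 UMI was found in 54.5% (49.0 to 59.9%) of WT and 51.2% (42.2 to 60.1%) of KO resident macrophage-like cells, at median depths of 5110 and 6569 UMIs. After thinning to 2000 UMIs per cell, which left out 77 WT and 21 KO cells, the shares were 37.4% (31.4 to 43.6%) and 17.6% (10.9 to 26.1%). The cells kept for thinning had unthinned shares of 66.2% (60.0 to 71.9%) and 60.2% (50.3 to 69.5%). Among inflammatory monocyte-like cells the unthinned shares were 55.6% and 44.2%, and the thinned shares were 38.4% (33.8 to 43.3%) and 18.8% (14.8 to 23.4%), with 108 WT and 38 KO cells left out. Neutrophil-like cells served as the background. Their unthinned shares were 11.2% in WT and 3.83% in KO at median depths of 2272 and 3009 UMIs, and their thinned shares were 13.7% (5.70 to 26.3%) and 2.99% (1.21 to 6.07%).

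The 7 genes that the study ties to MAPK signalling were then compared. In resident macrophage-like cells their median log2 ratio was 0.04, at percentile 81.2 of matched random lists, and in inflammatory monocyte-like cells it was 0.24, at percentile 92.0. The genes went in different directions. In resident macrophage-like cells Nr4a1 was at 293 CPM in WT and 162 CPM in KO, a log2 ratio of -0.85 (-1.11 to -0.60), and Daxx was at -0.89 (-1.73 to -0.13), while Jund was at 0.66 (0.56 to 0.75) and Hspa1a at 1.81 (1.69 to 1.94). The intervals of Atf4, Pak1 and Flna included 0. In inflammatory monocyte-like cells Nr4a1 was at 0.24 (0.13 to 0.36), Flna at 1.06 (0.91 to 1.21), Hspa1a at 1.67 (1.504 to 1.838), Jund at 0.39 (0.32 to 0.46), Daxx at -0.67 (-0.96 to -0.37) and Pak1 at -0.95 (-1.39 to -0.52), and the interval of Atf4 included 0. The direction of Nr4a1 in inflammatory monocyte-like cells changed with the cell filter, to -0.28 under the stricter one, and with the intermediate cluster counted as monocyte, to -0.12. The list median there was -0.11 when cells were classed by their highest marker score, -0.0844 under the stricter filter and -0.0795 with the intermediate cluster counted as monocyte. Outside the macrophage classes, the list median was lowest in neutrophil-like cells, at -0.84 and percentile 1.38.

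Zfp36, Il1b and Ccl5, which the study measured in a RUNX3 knockout, were compared in the same classes. Zfp36 in resident macrophage-like cells was at 1680 CPM in WT and 1538 CPM in KO, a log2 ratio of -0.13 (-0.21 to -0.04), and relative to the median of all genes it was 0.04, the opposite direction. Zfp36 was at -0.38 (-0.44 to -0.33) in inflammatory monocyte-like cells. Il1b was at -0.60 (-0.67 to -0.52) in resident macrophage-like and -0.68 (-0.73 to -0.63) in inflammatory monocyte-like cells, but in the former it was 0.0150 at Leiden resolution 0.5 and 0.12 with the intermediate cluster counted as resident. Ccl5 was at 140 CPM in WT and 619 CPM in KO in resident macrophage-like cells, a log2 ratio of 2.14 (1.94 to 2.35), and at 201 and 92.2 CPM in inflammatory monocyte-like cells, a log2 ratio of -1.12 (-1.33 to -0.92). The direction in the monocyte class changed at Leiden resolution 0.5, to 1.80, and with the intermediate cluster counted as monocyte, to 0.0666.

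Markers fixed for comparison and not used to name classes were compared next. The H2-Aa log2 ratio was 0.04 (0.01 to 0.08) in resident macrophage-like cells and -2.58 (-2.64 to -2.52) in inflammatory monocyte-like cells. Adgre1 was at 0.72 (0.53 to 0.91) and 0.03 (-0.19 to 0.25), Itgam at -0.64 (-0.90 to -0.39) and 0.29 (0.15 to 0.42), and Cd63, which was on the fixed list but is not named by the study, at 0.46 (0.31 to 0.61) and -1.34 (-1.675 to -1.003). Unlike Runx3, the MAPK genes, Zfp36, Il1b and Ccl5, these markers could enter the clustering. Of the study's markers that also named classes, Ccr2 was at -1.76 and -0.80, F10 at -0.75 and 0.86, Cx3cr1 at 0.27 and 0.31, and Mrc1 at 0.99 and -2.20, in the same order of classes.

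Genes were then ranked by size of the KO to WT ratio. Among 5817 genes of resident macrophage-like cells, the highest ratio belonged to Ifnb1, with 0 WT and 269 KO UMIs, at least 182-fold higher in KO against the limit of 3 WT counts and 147-fold at the lower bound of the exact interval. These UMIs came from 42 of 129 KO cells, and 36.8% of them from 5 cells. Ccl4 followed at a log2 ratio of 3.67 (3.598 to 3.734), then Col27a1 at 3.63 (2.70 to 4.70), Ccl3 at 3.11 from 800 and 3399 UMIs and H2-M2 at 3.19 (2.52 to 3.93). The lowest were Igha at -5.82 (-6.58 to -5.16), Iglc1, with 108 WT and 0 KO UMIs and at least 17.7-fold lower (14.2-fold at the bound of the exact interval), Spon1 at -6.12 (-11.4 to -3.62) from 142 and 1 UMIs, the naming marker Ly6c2, and Igkc at -5.04 (-5.68 to -4.48). Among 7050 genes of inflammatory monocyte-like cells, the highest were Cd300e at 5.71 (3.176 to 11.04) from 1 and 58 UMIs, Ccl7 at 3.89 (3.48 to 4.34), Asprv1 at 3.96 (2.68 to 5.62), Fabp4 at 3.75 (2.72 to 4.99) and Cd177 at 3.47 (2.91 to 4.08). The lowest were Igha at -6.20 (-6.64 to -5.79), Igkc at -5.75 (-6.19 to -5.35), Iglc1 at -6.46 (-9.52 to -4.58) from 159 and 2 UMIs, the naming marker C1qa, and Ighg2b, with 87 WT and 0 KO UMIs and at least 32.1-fold lower (25.6-fold at the bound of the exact interval). Immunoglobulin UMIs were lower in the KO library in each of the 7 classes without B or plasma cell names in which they were summed. With a minimum of 200 UMIs or with a prior of 10 CPM, 6 of the 10 genes named in resident macrophage-like cells stayed among the 10. A resident cluster with 7 WT and 72 KO cells had Ifnb1 and Ccl4 among its top 10 genes, while the other resident cluster held 327 WT and 57 KO cells. The resident ranking may therefore contrast these clusters in part. The same limit holds for inflammatory monocyte-like cells, where 1 cluster held 483 WT and 67 KO cells and another held 30 and 273. It also holds for the Runx3 and MAPK gene ratios of both classes. Asprv1 was among the top 10 genes of the neutrophil-like cluster.

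The study plotted gene differences in colon macrophages, and its text places the lower genes in KO resident macrophages. Ratios over pooled resident, monocyte and intermediate cells, with eosinophil-like cells added here, were set against the ratios that the class weights alone would give. By UMIs, resident macrophage-like cells were 39.5% of this pool in WT and 15.8% in KO, and the intermediate cluster 3.02% and 28.6%. Across 8784 genes, which are not independent replicates, pooled and mixture-only log2 ratios correlated at 0.26, below the 0.728 that a change of mixture alone gave in simulation. For the 100 genes with the largest pooled ratios, the median size of the pooled log2 ratio was 2.21, and the mixture gave 0.08 in the same direction. Without eosinophil-like cells these values were 2.14 and 0.15. The median log2 ratio of these genes, in the pooled direction, was 1.71 in resident macrophage-like and 2.52 in inflammatory monocyte-like cells.

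A list of 17 genes induced by tissue dissociation was compared across 8 classes. Its median log2 ratio was 0.18 in resident macrophage-like cells, at percentile 96.6 of matched lists, and about 0 in inflammatory monocyte-like cells, at percentile 44.1. It was -0.56 in B cell-like cells, at percentile 0.0, -0.29 in neutrophil-like cells, at percentile 5.24, and 0.03 in T cell-like cells, at percentile 56.8. In cDC2-like cells it was -0.28, at percentile 2.14, in cDC1-like cells 0.06, at percentile 86.5, and in eosinophil-like cells -0.04, at percentile 32.7. Relative to the median of all genes, the neutrophil-like value was -0.01. The median of all genes was -0.17 in resident macrophage-like and -0.18 in inflammatory monocyte-like cells. Relative to it, the list values of these classes were therefore higher than those given. In cDC2-like cells the median of all genes was -0.27, near the list value.

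**Figure D3:**
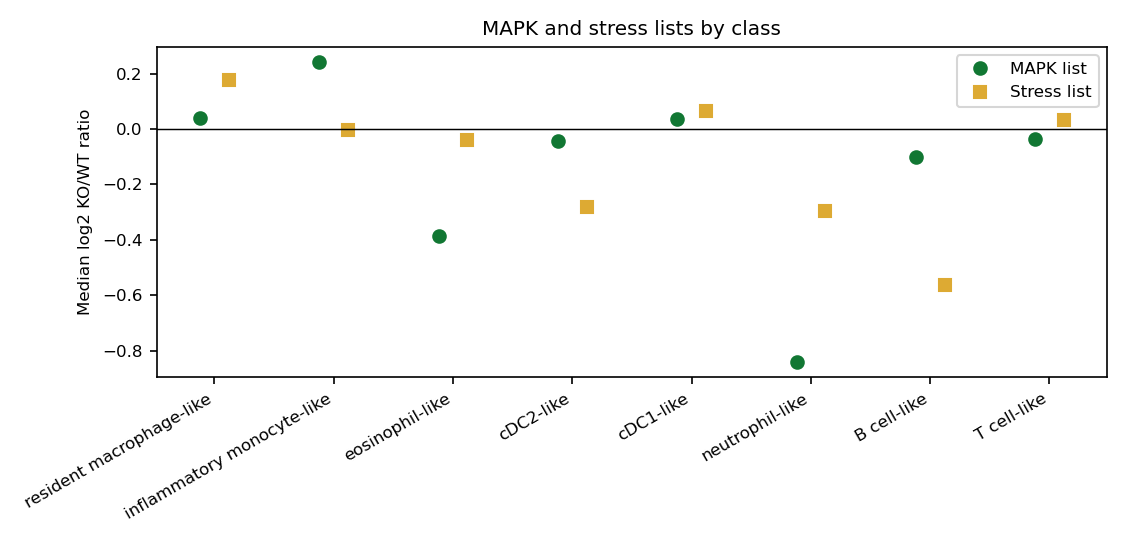
Median log2 KO to WT ratio (vertical axis) of the 7 MAPK genes (circles) and the 17 stress genes (squares) in 8 classes (horizontal axis), with 1 library per genotype. The stress list is at 0.18 in resident macrophage-like cells and at -0.56 in B cell-like cells.

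The sex of the pooled animals was compared through sex-linked genes. Xist had 1 UMI in each library, and Ddx3y was at 151.5 CPM in WT and 143 CPM in KO, so both libraries carried transcripts of the Y chromosome and almost none of Xist.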

Values the study reported

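The study reported 19895 cells for the WT sample and 3245 cells for the KO sample in its clustering. Its quality filter set a mitochondrial limit of 15% and kept cells in which between 200 and 6,000 genes were detected.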

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

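The test of immunoglobulin UMIs was chosen after the result was seen, as were the alternatives that move the intermediate cluster, while the other alternatives for Nr4a1 and Ccl5 were planned.

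Nr4a1 and Ccl5 stood out because their KO to WT ratios went in opposite directions in resident macrophage-like and inflammatory monocyte-like cells. The difference between the classes was -1.10 on the log2 scale for Nr4a1 and 3.27 for Ccl5. It was not tested, since each class has 1 library per genotype. The Nr4a1 ratio in inflammatory monocyte-like cells kept its sign under 7 of 10 alternatives, from 0.23 to 0.42. It was -0.28 under the stricter cell filter, -0.33 when cells were classed by their highest marker score and -0.12 with the intermediate cluster counted as monocyte, which is the direction of the resident macrophage-like cells. The Ccl5 ratio there kept its sign under 8 of 10 alternatives, from -1.13 to -0.57. It was 1.80 at Leiden resolution 0.5, where the class held 65 WT cells in place of 532, and 0.0666 with the intermediate cluster counted as monocyte. Every deposited barcode, 4000 variable genes and clustering of each library alone were not run for these genes. Class boundaries that follow the library may therefore produce part of both patterns. A difference between genotypes stays open and untested.

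Cells of other types stood out because they are a signal outside the macrophage comparison in a preparation labelled cd11b+. Plasma cell-like cells were 9.09% of the WT library and 0.199% of the KO library. B cell-like cells were 7.78% and 3.38%, T cell-like cells 8.70% and 3.50%, and epithelial-like cells 2.23% of the WT library, with 1 cell in the KO library. The epithelial-like values depend on the naming rules. A cluster left unnamed for its low depth had 4 raised epithelial markers and held 87 WT and 16 KO cells. With 1 preparation per genotype, a difference in sorting or dissociation between the preparations could give these shares, and no value here separates that from genotype. The plasma cell-like cells have a trace in the other classes. The summed UMIs of Igkc, Jchain and Igha in 7 classes that should make none fell from WT to KO by a median log2 ratio of -5.67, between -7.42 and -4.83, beside -4.86 over the whole library. This is consistent with free RNA from plasma cells as the source of the immunoglobulin genes among the lowest ratios of the ranking. Its size differed between classes, and doublets with plasma cells in the T cell-like class were not tested. No biological explanation was tested for the shares of these types.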

How the results depend on the processing

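Alternatives that removed the top doublet scores, moved the intermediate cluster, kept only cells with at least 2000 UMIs without thinning, or raised the gene minimum of the mixture comparison were chosen after the data had been seen. The other alternatives were planned. In every case the cause was not tested except where it is stated. All values are log2 KO to WT ratios unless a unit is given.

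The resident macrophage-like share of all cells was -1.33. It was -0.62 with every deposited barcode, -0.56 with 4000 variable genes, -0.98 with the highest marker score per cell, -0.26 with the intermediate cluster counted as resident and 0.18, the opposite direction, when each library was clustered alone. Over resident, monocyte and intermediate cells it was -0.96, and -0.28 with every barcode, -1.46 with 4000 variable genes, -0.60 with the marker score, 0.11 with the intermediate cluster as resident and 0.48 with each library alone. The inflammatory monocyte-like share was -0.45. It was -0.0643 with every barcode, -0.78 with the stricter filter, 2.29 at Leiden resolution 0.5, -0.0731 at resolution 2, 2.48 with 4000 variable genes, -0.75 with each library alone, 0.12 with the marker score and 0.00173 with the intermediate cluster as monocyte. The share of the 3 groups together was -0.37, and -0.55 with the stricter filter, -0.16 at resolution 2 and 0.90 with 4000 variable genes. With 4000 variable genes 36.7% of WT and 16.5% of KO cells stayed unnamed, which bears on each share at that setting. The same holds with each library alone, where 21.2% of WT and 22.0% of KO cells stayed unnamed. The eosinophil-like share was 1.08, and 1.79 with the stricter filter, 1.499 at resolution 2 and 1.47 with the marker score. With each library alone no WT cluster took the eosinophil name, so no ratio was available. The cDC2-like share was 1.26, and 1.71 with every barcode, 1.01 without the top doublet scores, 1.74 at resolution 2 and -0.38, the opposite direction, with each library alone. The epithelial-like share was -5.81, with 1 KO cell, and -2.23 with the stricter filter, -3.05 at resolution 0.5, -2.66 with each library alone and -2.56 with the marker score. The neutrophil-like, B cell-like and T cell-like shares stayed within their intervals under each alternative tried. So did the plasma cell-like share, except that no KO cell took the name without the top doublet scores or with each library alone, which gave no ratio.

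Runx3 in resident macrophage-like cells stayed within its interval under each alternative tried, from -0.85 to -0.55. Its ratio in inflammatory monocyte-like cells was -1.19 with mean log-normalised values, -1.14 with the intermediate cluster as monocyte and 0.0390 at Leiden resolution 0.5, where the class held 65 WT cells in place of 532. The difference in the share of cells with a Runx3 UMI went from -3.33 to -19.8 percentage points in resident macrophage-like cells and from -11.5 to -19.6 in inflammatory monocyte-like cells once cells were thinned. Without thinning, the cells kept for it gave -5.96 and -17.0 percentage points, so the cells left out account for part of the shift and thinning for the rest.

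The MAPK list median in resident macrophage-like cells was 0.04, and 0.21 with median-of-ratios scaling, 0.23 with the marker score, 0.25 at resolution 0.5 and 0.25 with the intermediate cluster as resident. In inflammatory monocyte-like cells it was 0.24, and 0.42 with median-of-ratios scaling, -0.11 with the marker score, -0.0844 with the stricter filter and -0.0795 with the intermediate cluster as monocyte. Among its genes, Nr4a1 in inflammatory monocyte-like cells was -0.33 with the marker score, -0.28 with the stricter filter and -0.12 with the intermediate cluster as monocyte, and Pak1 there was 0.0390 at resolution 0.5. Of 140 values for single MAPK genes under the alternatives, 103 stayed within the counting interval of the gene. In all, 9 had the other sign, 4 of them for a gene whose interval excluded 0.

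Zfp36 in resident macrophage-like cells was 0.0414 with median-of-ratios scaling, 0.0148 with mean log-normalised values, -0.33 with the marker score, -0.50 at resolution 0.5 and -0.52 with the intermediate cluster as resident. In inflammatory monocyte-like cells it was -0.20, -0.31, -0.45, -0.59 and -0.56 with median-of-ratios scaling, mean log-normalised values, the stricter filter, resolution 0.5 and the intermediate cluster as monocyte. Il1b in resident macrophage-like cells was -0.43 with median-of-ratios scaling, -0.74 with mean log-normalised values, -0.0633 with the marker score, -0.47 with the stricter filter, 0.0150 at resolution 0.5 and 0.12 with the intermediate cluster as resident. In the monocyte class it was -0.50 with median-of-ratios scaling, -0.59 with the marker score, -0.59 with the Scrublet calls removed, -0.0154 at resolution 0.5 and -0.29 with the intermediate cluster as monocyte. Ccl5 in resident macrophage-like cells was 1.57 with mean log-normalised values, 1.77 with the marker score, 2.38 with the stricter filter, 1.28 at resolution 0.5 and 1.69 with the intermediate cluster as resident. Its ratio in inflammatory monocyte-like cells was -0.57 with the marker score, 1.80 at resolution 0.5 and 0.0666 with the intermediate cluster as monocyte.

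Of the 10 genes named in resident macrophage-like cells, 6 were shared with the ranking at a minimum of 200 UMIs and 6 with that at a prior of 10 CPM. The correlation of pooled and mixture-only ratios was 0.26, and 0.29 without eosinophil-like cells and 0.31 at a minimum of 200 UMIs. The stress list median in T cell-like cells was 0.12, and in neutrophil-like cells -0.0123, with median-of-ratios scaling. The gene matched by the primers had 0 UMIs at both settings.

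No paired analysis was possible because each genotype has 1 library and no test was run. The depth limits the neutrophil-like Runx3 ratio, which rests on 17 and 13 UMIs, and the intermediate cluster, which holds 20 WT cells.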

Other observations

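The tests of free RNA, of genes of like abundance, of depth in eosinophil-like cells and of the interferon list were chosen after the result was seen. The tests of the mixture of classes, of dissociation stress, of other cell types in the resident class and of cell filters were planned, but the limits that decide them were settled after first values had been seen.

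The number of cells retained from the WT library here was 2597. That is lower than the value quoted from the study above. The difference is not due to the filters, since the deposited WT library held 3185 barcodes, so it is not known to be the full WT sample of the study. The deposited KO library held 3020 barcodes, which is also below the quoted KO value.

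The pooled ratios cannot come from the mixture of the 4 classes alone. For the 100 genes with the largest pooled ratios, the mixture gave 3.42% of the median pooled log2 ratio, or 9.81% at a minimum of 200 UMIs and 12.6% at 500. Without eosinophil-like cells it was 6.92%. A change of subtypes inside a class stays open, since most macrophage clusters were filled by 1 library.

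The lower Runx3 in resident macrophage-like cells was weighed against technical sources. Without cells that held T cell or dendritic cell marker UMIs and without the top doublet scores, the log2 ratio was -0.78 (-1.08 to -0.49), which argues against reads from those cell types as the cause. If every Runx3 UMI of a neutrophil-like cell were free RNA, the same number of UMIs per cell would give 25.4% of the CPM difference in resident macrophage-like cells, and 46.8% at the bounds of the neutrophil-like counts. A bound from immunoglobulin UMIs, which assumes that free RNA has the profile of the library, gave 1.34%. In eosinophil-like cells Runx3 went the other way, with an interval that included 0. Free RNA may therefore account for part of the difference, and the few neutrophil-like UMIs keep the size of that part open. Among genes of like abundance, Runx3 lay at percentile 12.9 in resident macrophage-like cells, neither in the middle nor in the far tail. It lay at percentile 2.03 in neutrophil-like, 2.29 in inflammatory monocyte-like, 4.50 in cDC2-like and 6.55 in cDC1-like cells. In T cell-like, intermediate and B cell-like cells it lay at 20.2, 27.4 and 43.8, and in eosinophil-like cells at 90.4. A general shift of such genes and a lower Runx3 of its own cannot be told apart in the resident class, and a genotype effect stays untested.

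The resident share was weighed against cell filters and depth. It kept its direction with the stricter filter, at -1.32, and fell to -0.62 with every deposited barcode, so neither outcome written down beforehand was met. With no cell filter the share was 15.1% (481 of 3185) in WT and 9.80% (296 of 3020) in KO, which argues against the filters as its whole cause. This covers joint clustering only, since the order reversed when each library was clustered alone. What the filters add to its size stays open, because class boundaries moved too. Without the filter, inflammatory monocyte-like WT cells fell from 532 to 408 although barcodes were added. Depth was not tested apart from the filters.

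Library-wide dissociation stress was weighed for Nr4a1, Zfp36, Jund and Hspa1a. The stress list lay at percentile 96.6 in resident macrophage-like cells, inside the middle 95% of matched lists. It lay at percentile 0.0 in B cell-like, 2.14 in cDC2-like, 56.8 in T cell-like and 86.5 in cDC1-like cells. The B cell-like and cDC2-like values argue against a rise in every class. The B cell-like value may not be that of B cells alone, since myeloid UMIs fell in that class from WT to KO. Itgam had 33 and 1 UMIs there and Il1b 299 and 3, and Ier3 of the stress list had 109 and 2. In resident macrophage-like cells the stress genes went both ways. Among them, Hspa1b was at 2.06, Atf3 at 1.52 and Egr1 at 1.25, and Junb was at -0.58, Nfkbia at -0.33 and Fos at -0.23. Hspa1a, at 1.81, moved like Hspa1b of the stress list. The 4 genes and stress of the macrophages alone cannot be told apart, since the list median did not clearly move there while its genes did.

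The higher eosinophil-like share of the KO library was weighed against depth. Every KO barcode was thinned, and the lowest deposited UMI total and the cell filters were applied again. At 60% of the KO UMIs the class median was first at or below the WT median of 757 UMIs, and the KO share was 11.3% (10.0 to 12.7%), beside 16.2% unthinned and 7.70% (6.71 to 8.79%) in WT. When both libraries were clustered again at that depth, the shares were 11.3% in KO and 7.39% in WT. The WT median has a 95% interval of 679 to 799 UMIs. At its lower end, with 45% of the KO UMIs kept, the KO share was 8.13% (7.01 to 9.36%), which overlaps that of WT. The share also moved under the stricter filter, which left 69 WT and 240 KO cells in the class, a log2 ratio of 1.79. That filter set a minimum of 500 genes and a mitochondrial limit of 10% together, so it cannot single out depth. Depth may therefore account for part of the difference, and depth as its whole cause cannot be told apart from a higher share, because the WT median is not known closely enough. An earlier thinning by the ratio of the class medians gave 14.3% but understated the gap, since both medians were taken above the lowest UMI total. The thinning used here and the interval of the median were added after that value had been seen. The name is weak, and a difference between preparations or genotypes was not tested.

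An interferon response list had a median log2 ratio below 0 in 8 of 8 classes. It was -0.73 in resident macrophage-like cells at percentile 0.12 of matched lists, -1.12 in inflammatory monocyte-like cells at percentile 0.0, -2.17 in neutrophil-like cells and -1.01 in T cell-like cells. These values rest on 15 of the 16 genes in resident macrophage-like and 16 in inflammatory monocyte-like cells, and the eosinophil-like value on 2. Within inflammatory monocyte-like cells, a cluster with 19 WT and 38 KO cells had the interferon response genes Rsad2, Ifit1, Ifit2 and Ifit3 among its top 10 genes. The class medians therefore do not describe each cluster, but they were lower in all 8 classes and not in macrophages alone. Free RNA was not weighed for this list. The pattern was first noticed from Cxcl9, which is in the list. It may come from the housing or health of the pooled mice, the preparation or the genotype, and none of these was tested. Ifnb1 went the other way. It had 269 UMIs in 42 of 129 KO resident macrophage-like cells and 185 UMIs in 38 of 479 KO cDC2-like cells, beside 0 and 2 UMIs in WT. It also had 111 UMIs in 26 of 157 KO intermediate cells and 161 in 7 of 378 KO inflammatory monocyte-like cells. The top 5 cells held 58.4% of these UMIs in cDC2-like, 64.9% in intermediate and 98.8% in inflammatory monocyte-like cells.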
